A study of Mus musculus with 4 samples. Its data were reported in "Opposing Functions of Distinct Regulatory T Cell Subsets in Colorectal Cancer" (2025).

How the data were processed

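Sorted T cells of AKP tumor and adjacent cecum were measured with a 10x multiome assay in 2 tissues, with 1 ATAC and 1 RNA library each. The RNA counts were not analysed here. Per the file headers, the authors made the fragment files with Cell Ranger ARC 2.0.0 on the mm10 reference. Each deposited line is 1 unique fragment with its cell barcode and the count of read pairs that gave it, a raw count that is neither normalized nor filtered. All barcodes are kept in the files, 464603 in the cecum and 518027 in the tumor, and positions are those the pipeline adjusts for the transposase cut. Per the paper's methods, the authors clustered the RNA of the same nuclei after filters on mitochondrial reads, genes, molecules, fragments and start site enrichment, and carried the cluster labels over to the ATAC data. The deposited annotation gives a label and a library for each cell. All labelled barcodes were found in the fragment files, and their fragments were 66.2% of the cecum and 64.2% of the tumor library. Doublets were not called. Removal of cells above 3 times the median fragment count of their library was tried as an alternative. Whether the authors removed doublets is not given in the sources used here.

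Fragments on chromosomes 1 to 19, X and Y were counted, each fragment once rather than by its read pairs. The libraries had 4.29 read pairs per fragment in the cecum and 3.11 in the tumor, so duplicates had been collapsed before counting. A fragment was counted once in a window if either of its ends lay there, and its count was summed over the cells of a label and scaled per 1000000 fragments of that label (FPM). Gene positions came from a RefSeq table of GRCm38.p6, the same build as mm10, for 21887 protein-coding genes and Trdc. This table holds gene spans without strand or exons. The window planned before the data were examined, the span with 5 kb before the transcription start, was therefore replaced by the span with 5 kb on both sides. The window planned around the start was replaced by 1 kb around either gene end, and tiles were taken within 50 kb of the Il10 and Foxp3 spans and 75 kb of the Ikzf2 span. Whether a tile lies in an exon or an intron is not stated for this reason. No genome sequence was used here, so the planned analysis of transcription factor motifs was not run.

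Log2 ratios of a single gene or tile were made from the counts with exact conditional intervals. For a count of 0 a floor of 3 counts was used. Ratios across all genes and of modules used a pseudocount of 1 FPM, which understates the change of genes with few fragments, and genes with at least 50 fragments over both Treg subsets in each library. Shares have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. They ignore variation between animals and between cells. With 1 library per tissue no test was made. The median of a gene list was placed among 10000 random lists matched on the number of fragments, each gene being replaced by one of about 200 genes of similar level. Genes were named by a rule fixed before the data were examined. The rule always names Il10, Ikzf2, Foxp3, Gata3, the module genes and the lineage markers, of which some are not reported here. It adds the 5 highest and 5 lowest genes ranked by the smaller absolute log2 ratio of the libraries (or, for tumor over cecum, of the subsets) among genes of the same sign, and the 3 tiles per locus chosen in the same way with at least 20 fragments. Lists of 6 T cell, 6 B cell, 6 myeloid and 10 epithelial genes were written before they were counted.

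The alternatives were cells with at least 1000 fragments, cells without those of high count, other windows, scaling by fragments near gene ends, the mean over cells, a pseudocount of 5 FPM, gene minimums of 0 and 200 fragments, and Treg shares among CD4+ labelled cells. Ranking the lineage markers over cell types with at least 50 cells was chosen after seeing the data. Correlations were also taken between random parts of the cells of each label, to show how far counting error and cell sampling limit r. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The counter was tested on simulated fragments against a direct count. The ratio made from counts, without a pseudocount, was tested on Poisson counts drawn from the real means, with 200 genes changed by a log2 ratio of 1. Such counts hold no variation between cells beyond counting error, so the coverage says nothing about it. The ratio with a pseudocount was not tested in this way. For the cecum comparison of 14552 genes the median recovered was 0.98 and 95.8% of intervals covered the true value, and for the tumor comparison of 14794 genes 0.99 and 95.6%.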

Results

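T cells were sorted from AKP colorectal tumors, which grow from transplanted mouse cancer organoids that carry engineered cancer mutations, and from the adjacent tumor-free cecum, 4 weeks after transplantation. Nuclei were profiled with a single-cell multiome assay, which reads nuclear RNA and open chromatin (ATAC) from the same nucleus. The ATAC fragments of 1 cecum library and 1 tumor library were used here, together with the authors' cell type label for each cell. The RNA counts were not analysed here. The cecum library held 66466111 fragments from 285128653 read pairs and the tumor library 96747563 fragments from 300620411 read pairs. Labels were given to 7155 cecum cells and 8466 tumor cells, 15621 in all, in 17 cell types. A labelled cell had a median of 4374 fragments in the cecum and 5846 in the tumor, with ranges of 181 to 28740 and 183 to 48908. Each tissue had 1 library, so no difference between cecum and tumor had a replicate check, no test was run and no p-value is given. Every interval is an exact 95% interval that covers counting error only.

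The study asked how regulatory T (Treg) cells divide into IL-10+ and IL-10- subsets in tumor and cecum. These labels come from the RNA of the same nuclei. Among labelled Treg cells, the IL-10+ share was 70.1% in the cecum (996 of 1420 cells, Clopper-Pearson interval 67.7% to 72.5%) and 34.4% in the tumor (387 of 1124 cells, 31.7% to 37.3%). The intervals did not overlap. Without cells above 3 times the median fragment count of their library, the alternative that moved these shares most, they were 71.7% and 34.8%. Among all labelled cells, IL-10+ Treg cells made up 13.9% of the cecum library and 4.57% of the tumor library, and IL-10- Treg cells made up 5.93% and 8.71%. Counting the subsets among CD4+ labelled cells moved the latter shares most, to 32.4% and 12.6% for IL-10+ Treg cells and to 13.8% and 24.1% for IL-10- Treg cells, and the cecum stayed above the tumor for the former and below it for the latter.

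Of the 17 cell types, 8 had a larger share in the tumor and 9 in the cecum. The largest relative difference was in PD1+ CD4 cells, with 14 cells in the cecum (0.196%, interval 0.107% to 0.328%) and 616 in the tumor (7.28%, 6.73% to 7.85%). Newly activated CD4 cells made up 1.08% of the cecum and 6.18% of the tumor library, and PD1+ CD8 cells 6.97% and 13.9%. Mucosal Th1 cells had the opposite order, with 12.6% in the cecum and 2.32% in the tumor, as did Tfh-like cells with 4.35% and 1.05%. The tumor library held 54.2% of all labelled cells. For CD8aa cells (5.69% and 5.59%), Cytotoxic gdT cells (7.31% and 7.03%) and CCR7+ CD4 cells (1.75% and 1.94%) the interval of the part of the type that lay in the tumor library included this value, so no difference was detectable for them at this depth. For CCR7+ CD8 cells (2.08% and 1.62%) it was 42.0% to 53.9%. Among cells with at least 1000 fragments, 2 types changed their order, CD8aa cells to 5.34% in the cecum and 5.66% in the tumor and CCR7+ CD4 cells to 1.83% and 1.79%.

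**Figure D1:**
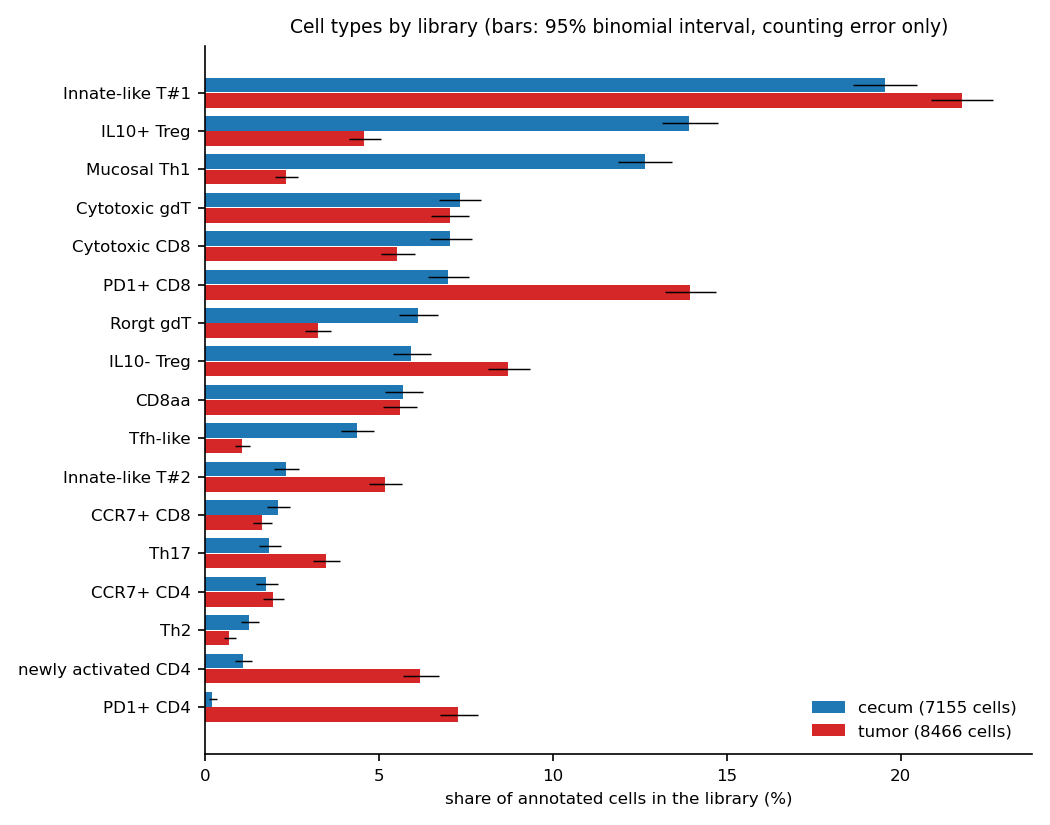
Share of annotated cells (horizontal axis, %) of each of the 17 cell types (vertical axis) in the cecum library (blue, 7155 cells) and the tumor library (red, 8466 cells), with exact 95% binomial intervals that cover counting error only. IL10+ Treg cells lie at 13.9% in the cecum and 4.57% in the tumor, and PD1+ CD4 cells at 0.196% and 7.28%.

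The cell labels came from RNA, so the accessibility of 20 lineage marker genes asked whether the chromatin of the same nuclei separated the labels. For 15 of the 20 genes the same cell type had the most fragments per 1000000 (FPM) in both libraries. This count takes the leading type only, and some leads lay within counting error. Cd8a in the cecum was at 95.5 FPM in PD1+ CD8 and 95.3 FPM in Cytotoxic CD8 cells. Cxcr5 (chromosome 9, 44511787 to 44526444, GRCm38) was highest in Tfh-like cells, at 158 FPM in the cecum and 171 FPM in the tumor. Gata3 (chromosome 2, 9857078 to 9887953) was highest in Th2 cells, at 353 and 317 FPM, and Ccr7 (chromosome 11, 99144199 to 99155077) in CCR7+ CD4 cells, at 223 and 211 FPM. Tbx21 (chromosome 11, 97098007 to 97115331) was highest in Cytotoxic CD8 cells, at 157 and 156 FPM. The next types were within counting error, CD8aa cells at 154 FPM in the cecum and PD1+ CD4 cells at 151 FPM in the tumor. Bcl6 (chromosome 16, 23965050 to 23988866) was led by Innate-like T#1 cells in both libraries, at 186 and 179 FPM, and not by Tfh-like cells. Il10 was highest in IL-10+ Treg cells, and Ikzf2 in IL-10- Treg cells. The leading cell type differed between the libraries for 5 genes, among them Cd4, Cd8b1, Il17a and Pdcd1. In the cecum Cd4 and Pdcd1 were led by PD1+ CD4, a label of 14 cells there. The alternative that moved the count most, a window within 1 kb of either gene end, left 10 genes.

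The study compared the Il10, Ikzf2 and Foxp3 loci between the Treg subsets. Over the Il10 gene span (chromosome 1, 131019845 to 131024970, GRCm38) with 5 kb on each side, IL-10+ Treg cells had 153 FPM and IL-10- Treg cells 79.3 FPM in the cecum, from 876 and 238 fragments. In the tumor the values were 146 and 55.1 FPM, from 397 and 320 fragments. The log2 ratio of IL-10+ over IL-10- Treg cells was 0.95 in the cecum (0.74 to 1.16) and 1.40 in the tumor (1.18 to 1.62). Over Ikzf2 (chromosome 1, 69531207 to 69687351), IL-10+ Treg cells had 205 FPM and IL-10- Treg cells 474 FPM in the cecum, and 235 and 436 FPM in the tumor. The log2 ratios were -1.21 (-1.32 to -1.10) and -0.89 (-1.02 to -0.76). Over Foxp3 (chromosome X, 7579676 to 7595243) the log2 ratio was 0.06 in both libraries, with intervals of -0.14 to 0.27 and -0.18 to 0.30, so no difference was detectable over this window. The Ikzf2 ratio depended on the window. Within 1 kb of either gene end, the alternative that moved these ratios most, it was -0.22 in the cecum and 0.32 in the tumor, so the tumor value was opposite in sign to that over the whole span. That tumor value had an interval of 0.0083 to 0.63, from 137 against 233 fragments, so its lower bound lay close to no difference. In the same window the Foxp3 ratio was also opposite in sign, at -0.13 in the cecum and -0.22 in the tumor, while with 50 kb on each side of the span it was 0.30 and 0.45.

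In 500-bp tiles, the Il10 locus had 44 tiles that reached 20 fragments over both subsets in each library, of which 33 were higher in IL-10+ Treg cells in both libraries and 1 was lower in both. The Ikzf2 locus had 32 such tiles, 5 of them higher and 21 lower in both. The Foxp3 locus had 31, with 18 higher and 3 lower in both. The 3 tiles named at Il10 lay at 131020001 to 131020500 and at 131019501 to 131020000 on chromosome 1, both overlapping the gene span, and at 130996001 to 130996500, its middle 23.6 kb outside it and in no annotated gene. The log2 ratios of the tile outside the gene were 2.49 in the cecum (1.84 to 3.21) and 2.63 in the tumor (2.04 to 3.26), from 224 against 21 and 93 against 32 fragments. At Ikzf2 the tile at 69692001 to 69692500, its middle 4.90 kb outside the gene span, had log2 ratios of -3.23 (-4.26 to -2.31) and -1.98 (-3.25 to -0.92). The tiles at 69554001 to 69554500 (-2.51 from 5 against 15 fragments, and -3.12 from 2 against 37) and 69599501 to 69600000 (-2.31 in the cecum) lay within the span of Ikzf2. In the latter the tumor IL-10+ Treg cells had 0 fragments against 52, and the ratio had an upper bound of -2.68, with a value of -3.03 at a floor of 3 counts. At Foxp3 the tiles at 7551001 to 7551500 and 7551501 to 7552000 on chromosome X, their middles 28.4 and 27.9 kb outside the gene, had log2 ratios of 1.42 and 1.07 in the cecum and 2.48 and 2.09 in the tumor. The remaining tile, at 7644501 to 7645000, overlapped the gene Syp and had ratios of 2.60 and 2.26. The alternative that moved a tile most was the removal of cells above 3 times the median fragment count, which changed the cecum ratio of the Ikzf2 tile at 69554001 from -2.51 to -0.85.

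**Figure D2:**
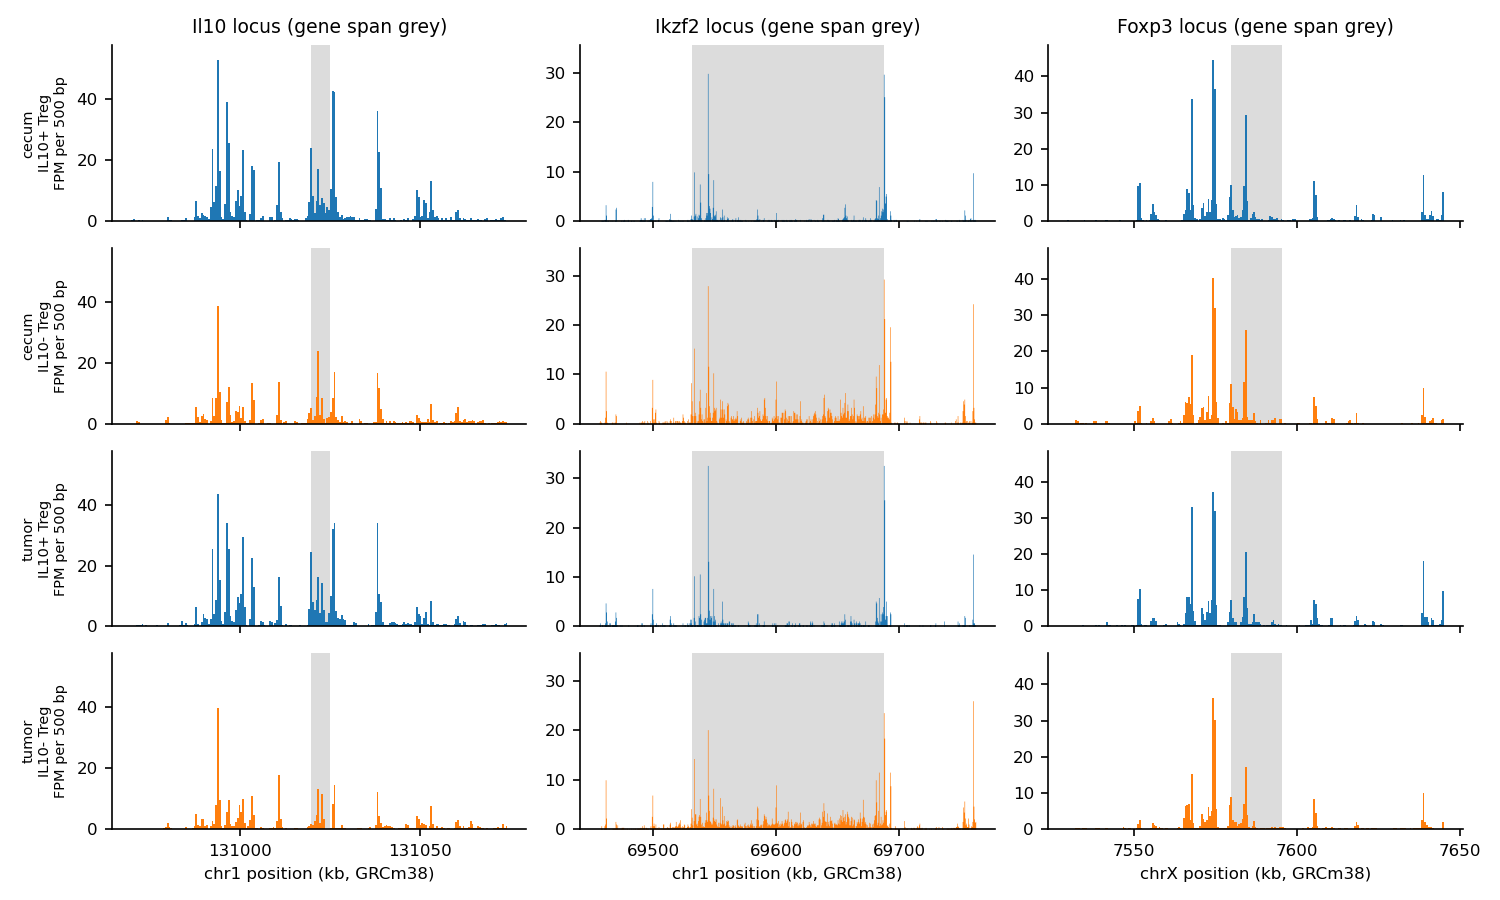
Fragments per 1000000 (FPM) per 500-bp tile (vertical axes) along the Il10, Ikzf2 and Foxp3 loci (horizontal axes, position in kb, GRCm38; gene span in grey) in IL10+ Treg (blue) and IL10- Treg (orange) cells of the cecum and tumor libraries. Fragments in IL10- Treg cells are spread along the Ikzf2 gene span, where these cells had 474 FPM in the cecum and 436 FPM in the tumor against 205 and 235 FPM in IL10+ Treg cells.

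Whether the difference between the subsets was shared by the libraries was asked over 14409 protein-coding genes. The log2 ratios of IL-10+ over IL-10- Treg cells in the cecum and in the tumor correlated across genes with a Pearson r of 0.695 and a Spearman rho of 0.523, and 68.2% of genes had the same sign. Genes are not independent replicates. When the cells of each library were split at random into 2 equal parts, r was 0.595 between the cecum parts and 0.564 between the tumor parts, and 0.550 and 0.530 between a cecum and a tumor part. The alternative that moved r most, taking genes with no minimum of fragments, gave 0.498.

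Genes were ranked among those with at least 50 fragments over both Treg subsets in each library, with the pseudocount of 1 FPM. Of these, the genes with the highest ratio in both libraries were Daw1 (log2 3.95 in the cecum and 3.17 in the tumor), Ppp1r14c (3.33 and 2.98), Ccl20 (4.52 and 2.97), 9430069I07Rik (2.22 and 2.31), whose window overlapped or adjoined Matn2, and Rbm24 (1.97 and 2.32). Daw1 (83159742 to 83210577) and Ccl20 (83116766 to 83119167) lie near each other on chromosome 1. Ppp1r14c (chromosome 10, 3365974 to 3464978), 9430069I07Rik (chromosome 15, 34349051 to 34357872) and Rbm24 (chromosome 13, 46418102 to 46431099) lie elsewhere. Ccl20 had 29.6 FPM in IL-10+ and 0.333 FPM in IL-10- Treg cells in the cecum, the latter from 1 fragment. The lowest were Dipk1c (-3.75 and -3.16), Macc1 (-2.96 and -3.34), Barx2 (-3.56 and -2.93), Ednrb (-2.80 and -3.20) and Prox1 (-2.74 and -3.98), the last with 1 fragment in tumor IL-10+ Treg cells. Their spans are Dipk1c (chromosome 18, 84719008 to 84744695), Macc1 (chromosome 12, 119390398 to 119466934), Barx2 (chromosome 9, 31846044 to 31913285), Ednrb (chromosome 14, 103814615 to 103844508) and Prox1 (chromosome 1, 190118035 to 190170827). For Macc1 in the cecum the window within 1 kb of either gene end gave 0.029.

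**Figure D3:**
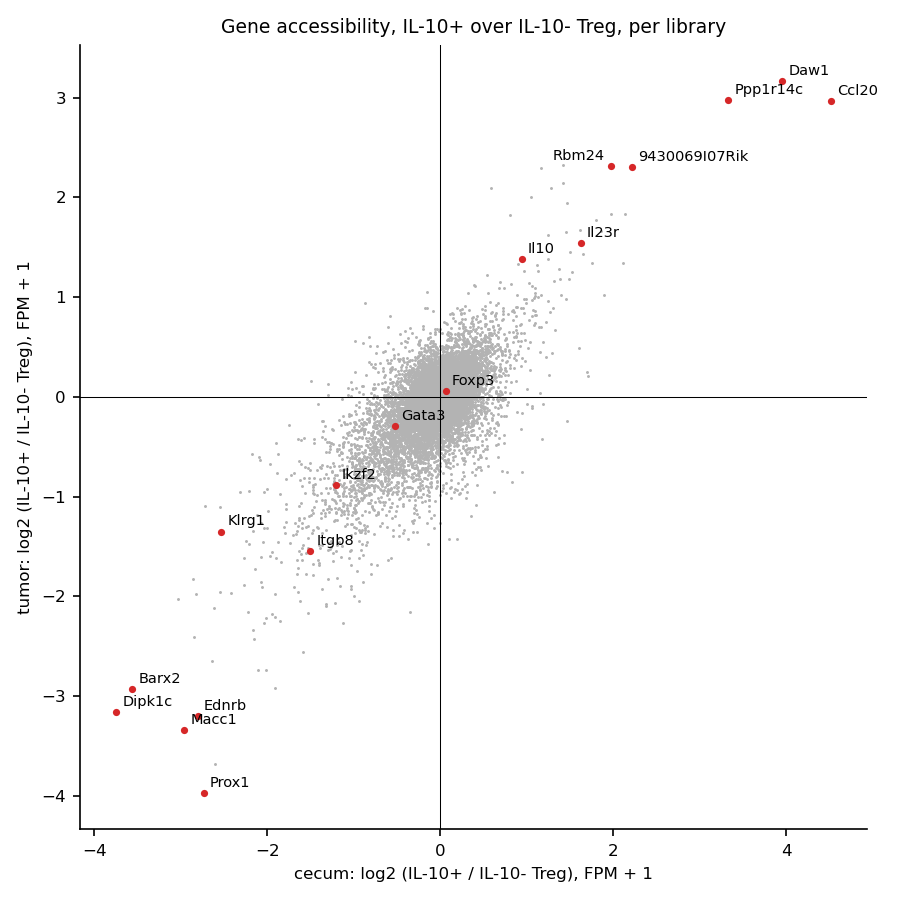
Log2 ratio of accessibility in IL-10+ over IL-10- Treg cells (FPM plus 1) in the cecum (horizontal axis) and the tumor (vertical axis) for 14409 protein-coding genes (grey points), with named genes in red. Daw1, Ppp1r14c and Ccl20 lie highest in both libraries, Dipk1c, Macc1, Barx2, Ednrb and Prox1 lowest, and Foxp3 close to 0.

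The study named gene modules of each subset from RNA of the same nuclei, so the lists are not independent of these cells. Its modules hold more genes than its text names, and only the named genes were used here. The study picked them as characteristic of each module. The medians and percentiles below therefore describe these few genes and not the whole modules. Among the genes named for IL-10- Treg cells, the median log2 ratio of Ikzf2, Il1rl1, Gata3 and Klrg1 was -0.99 in the cecum and -0.69 in the tumor. It was below all of 10000 random lists matched on accessibility. The median of Zbtb46, Itgb8 and Il2ra was -0.19 (percentile 1.99) and -0.23 (percentile 0.45), and that of Areg and Il10ra was -0.63 (percentile 0.81) and -0.60 (percentile 1.15). Among the genes named for IL-10+ Treg cells, the median of Il10, Maf, Ctla4 and Ccr2 was 0.60 and 0.74, and that of Zeb2, Gzmb and Il23r was 1.10 and 1.02, each above all of the random lists. Every gene of the 5 lists had the sign of its module in both libraries over the gene span. The alternative that moved a list most, the window within 1 kb of either gene end, gave -0.18 for the Ikzf2 list in the tumor. In that window the Zbtb46 list in the tumor changed sign to 0.019, as did Zbtb46 (0.035) and Il1rl1 (0.43) in the tumor, and Il2ra in the cecum was at 0.00066. The module genes not placed above are Il1rl1 (chromosome 1, 40404864 to 40465418), Klrg1 (chromosome 6, 122270596 to 122282833), Zbtb46 (chromosome 2, 181371009 to 181493262), Itgb8 (chromosome 12, 119162803 to 119238276), Il2ra (chromosome 2, 11642792 to 11693194), Areg (chromosome 5, 91139599 to 91148432), Il10ra (chromosome 9, 45253837 to 45269149), Maf (chromosome 8, 115703253 to 115706894), Ctla4 (chromosome 1, 60909025 to 60915832), Ccr2 (chromosome 9, 124101918 to 124109140), Zeb2 (chromosome 2, 44983512 to 45117442), Gzmb (chromosome 14, 56258836 to 56262334) and Il23r (chromosome 6, 67422932 to 67491855). The intervals of Maf in the cecum (0.17, -0.01 to 0.36) and of Il2ra in the tumor (-0.11, -0.27 to 0.05) included 0. Outside these lists, Il17a (chromosome 1, 20730905 to 20734496) had log2 ratios of 3.82 (2.56 to 5.46) in the cecum and 3.49 (2.31 to 4.90) in the tumor. Il17a had 134 fragments in IL-10+ and 5 in IL-10- Treg cells in the cecum, and 37 and 7 in the tumor. The tumor fragments fell short of the minimum of 50, so Il17a was left out of the ranking of genes above. Its ratios were made from the counts without the pseudocount.

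Tumor over cecum ratios were taken within each subset, where tissue and library cannot be told apart. Across the same 14409 genes the ratios of the subsets correlated with r = 0.253 and rho = 0.227. The same random parts of the cells gave 0.166 within the IL-10+ Treg cells, 0.260 within the IL-10- Treg cells, and 0.128 and 0.155 between a part of each. The alternative that moved r most, the window within 1 kb of either gene end, gave 0.161. The genes highest in the tumor in both subsets were Dpt (log2 1.62 in IL-10+ and 1.23 in IL-10- Treg cells), Mybph (1.15 and 1.32), Tff1 (1.25 and 1.07), Gng4 (1.25 and 1.06) and Adora1 (1.05 and 1.38). Mybph and Adora1 overlap, so their windows count partly the same fragments, and both overlap or adjoin Chil1, as Gng4 does Lyst. Their spans are Dpt (chromosome 1, 164796663 to 164824274), Mybph (chromosome 1, 134193418 to 134201237), Tff1 (chromosome 17, 31161395 to 31165060), Gng4 (chromosome 13, 13784059 to 13827895) and Adora1 (chromosome 1, 134199215 to 134235457). Within 1 kb of either gene end, Dpt and Adora1 changed sign in IL-10+ Treg cells, to -0.23 and -1.04. The lowest were Mmp10 (-0.90 and -0.89), Gm36722 (-1.18 and -0.87), Fbxo41 (-1.17 and -0.62), Six3 (-1.60 and -0.60), with 1 fragment in tumor IL-10+ Treg cells, and Gm11541 (-0.69 and -0.60). Gm36722 overlaps or adjoins Tshz3, and Fbxo41 overlaps or adjoins Cct7 and Egr4. Their spans are Mmp10 (chromosome 9, 7502342 to 7510242), Gm36722 (chromosome 7, 36626487 to 36698222), Fbxo41 (chromosome 6, 85469574 to 85502994), Six3 (chromosome 17, 85613608 to 85626191) and Gm11541 (chromosome 11, 94694498 to 94704499).

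Among the genes fixed in advance, Foxp3 was lower in the tumor library in both subsets, by log2 ratios of -0.36 (-0.59 to -0.13) in IL-10+ and -0.36 (-0.57 to -0.14) in IL-10- Treg cells. Cytotoxic CD8 cells also fell over Foxp3, from 39.8 FPM in the cecum to 32.0 FPM in the tumor, and PD1+ CD8 cells from 37.2 to 29.3 FPM. Of the types without a Treg label, Tfh-like, Mucosal Th1 and Rorgt gdT cells were higher in the tumor and the others lower. A shift shared by many cell types therefore cannot be told apart from one in Treg cells. Il10 fell by 0.52 on the log2 scale in IL-10- Treg cells (-0.77 to -0.28), and in IL-10+ Treg cells its ratio was -0.08 (-0.25 to 0.10). Zbtb46 was higher in the tumor in both subsets (0.30 and 0.36), as was Zeb2 (0.29 and 0.42). Klrg1 was higher in the tumor in IL-10+ Treg cells (1.17, 0.67 to 1.67) and not detectably different in IL-10- Treg cells (-0.08, -0.32 to 0.17). Ikzf2 was higher in the tumor in IL-10+ Treg cells (0.20, 0.06 to 0.34) and lower in IL-10- Treg cells (-0.12, -0.21 to -0.03). No difference between the subsets was tested.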

Values the study reported

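The study reported that its multiome of tumor and adjacent cecal T cells, taken 4 weeks after transplantation, fell into 17 clusters of 15,621 cells. It stated that cells with at least 180 fragments and a transcription start site enrichment of at least 3 were kept.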

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

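For the Ikzf2 result, the test of cells under the wrong label was chosen only after the result was seen, as was the test on random gene lists for the barcodes without a label.

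Over the Ikzf2 span with 5 kb on each side, the tumor over cecum log2 ratio was 0.20 in IL-10+ Treg cells and -0.12 in IL-10- Treg cells. It drew attention because the subsets moved in opposite directions in the same pair of libraries. The difference between the subsets was not tested, and each value rests on 1 library per tissue. The opposite signs held under each alternative run for this gene, and within 1 kb of either gene end the values were 0.13 and -0.41. A candidate explanation is that some IL-10- Treg cells carry the IL-10+ label in the tumor. The 100 genes highest in IL-10- over IL-10+ Treg cells, chosen on one part of the cecum cells and measured against the other part, imply a share of such cells of 10.2% (8.08% to 12.2%, from counts redrawn with Poisson error). Ikzf2 itself implies 13.3% (4.07% to 22.3%), which overlaps. Among the other genes named for the modules of IL-10- Treg cells, the interval of Itgb8 (1.80%, -9.59% to 13.1%) includes the 10.2%. Those of Gata3 (18.2%, -25.2% to 55.0%), Il2ra (27.0%, -181% to 168%), Areg (-8.28%, -66.2% to 33.0%) and Il10ra (-49.5%, -278% to 24.7%) include it too, but are too wide to decide anything. Klrg1 (25.6%, 14.2% to 37.5%), Il1rl1 (35.8%, 14.9% to 57.5%) and Zbtb46 (51.5%, 28.7% to 74.7%) imply more, so a single share does not account for these genes. The median tumor over cecum log2 ratio of Ikzf2, Il1rl1, Gata3 and Klrg1 in IL-10+ Treg cells was 0.29, at percentile 99.97 of random lists, with all of the 4 genes higher in the tumor. This list includes Ikzf2 itself and is only part of a longer module. The other lists of IL-10- Treg cells stayed within the random range. The median of Zbtb46, Itgb8 and Il2ra was 0.052 (percentile 82.09). That of Areg and Il10ra was -0.12 (percentile 18.15), with both genes lower in the tumor. The 5 genes named as lowest in IL-10+ over IL-10- Treg cells imply -1.96% (-5.71% to 1.78%), but they were picked partly for being low in tumor IL-10+ Treg cells. The 0.13 near the gene ends had an interval of -0.18 to 0.43 and decides nothing. The same values would arise if chromatin of IL-10+ Treg cells shifted toward that of IL-10- Treg cells in the tumor, or if more cells of an intermediate state were present there, so these stay open, as does any difference between the libraries at this gene.

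Barcodes with at least 1000 fragments and no cell type label, 1592 in the cecum and 2044 in the tumor, enter no comparison of the report. They drew attention because some marker genes of other lineages had more FPM there than in labelled cells, with a lower counting bound above 2 times. In the cecum these were Csf1r (12.7 against 3.62 FPM), Adgre1 (10.7 against 2.93 FPM), Krt19 (3.23 against 0.273 FPM) and Cdx1 (9.44 against 2.36 FPM), and in the tumor Krt19 (2.15 against 0.58 FPM). The list medians moved less. The largest median ratio of the B cell, myeloid and epithelial lists was 1.45, for the myeloid list in the cecum. The other medians were 1.38 for the myeloid list in the tumor, 1.04 and 1.03 for the B cell list in cecum and tumor, and 1.02 and 1.35 for the epithelial list. The T cell list stayed at 0.854 in the cecum and 0.851 in the tumor, which fits barcodes that are mostly T cells left out by the filters on RNA, as the limit set before the count was 0.8. An added part of myeloid or epithelial cells, or of doublets with them, cannot be told apart from such T cells. Single genes were raised while the list medians stayed below 1.5 times, but these medians rest partly on genes that are open in labelled cells, which would hide a small part. A lower signal over background, which raises genes with few fragments, also stays open. Among random lists of genes matched on fragments in labelled cells, the myeloid list was at percentile 83.66 in the cecum and 97.8 in the tumor, and the epithelial list at 1.26 and 74.97. The T cell list was at 1.45 and 0.11, so its genes fell by more than matched genes, as an added part of other cells would also give. No biological explanation was tested.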

How the results depend on the processing

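The count of lineage markers over cell types with at least 50 cells was chosen only after the result was seen.

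Window choice changed the largest number of values, though other alternatives moved some results more. Within 1 kb of either gene end, which leaves out the gene body, 14 values counted as different from 0 changed sign. Between the Treg subsets these were the Ikzf2 locus in the tumor (0.32, interval 0.0083 to 0.63), the Zbtb46 list in the tumor (0.019), Macc1 in the cecum (0.029), Cd4 (-0.0061 in the cecum and -0.017 in the tumor), Il1rl1 (0.43) and Zbtb46 (0.035) in the tumor, and Il2ra in the cecum (0.00066). For tumor over cecum they were Dpt (-0.23) and Adora1 (-1.04) in IL-10+ Treg cells, Il10ra (0.060) and Maf (0.036) in IL-10- Treg cells, and Pdcd1 (0.11 in IL-10+ and 0.10 in IL-10- Treg cells). In the same window the Il10 ratio was 1.98 in the cecum and 2.50 in the tumor, and Ikzf2 in the cecum -0.22. Foxp3, which was not counted as different from 0, also changed sign, to -0.13 in the cecum and -0.22 in the tumor. The Ikzf2 list was -0.79 and -0.18, the Zbtb46 list in the cecum -0.66, the Il10 list in the tumor 0.97, and r was 0.525 between libraries and 0.161 between subsets. The cause was not tested. With 50 kb on each side of the span, Il10 in the tumor was 0.94 and Foxp3 was 0.30 in the cecum and 0.45 in the tumor, because the window takes in the surrounding tiles.

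With no minimum of fragments, r was 0.498 between libraries and 0.166 between subsets, and with at least 200 fragments 0.676 and 0.285. Among CD4+ labelled cells the shares were 32.4% and 12.6% for IL-10+ and 13.8% and 24.1% for IL-10- Treg cells, from the smaller denominator. Without cells above 3 times the median fragment count, PD1+ CD4 cells were 6.64% of the tumor library, the Ikzf2 tile at 69554001 had -0.85 in the cecum, r between libraries was 0.650, the Il10 list in the cecum was 0.82 and the Zeb2 list 1.58. The cause of these was not tested.

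Of the values that answer a comparison, those with at least 1000 fragments per cell (32), scaling near gene ends (25), a pseudocount of 5 FPM (12) and the mean over cells (6) all stayed within the interval of the reported value, which came from counting error or, for r, from genes redrawn at random. The count of lineage markers has no interval and was held to a factor of 1.5. Among single genes, tiles and cell types, a pseudocount of 5 FPM moved 23 of 162 values, the gene-end window 44, with 12 more reversed, the removal of high-count cells 9 of 200, and the minimum of 1000 fragments 1 of 202. Markers led by the same type numbered 14 with scaling near gene ends, 10 in the gene-end window and 16 over types with at least 50 cells.

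The 12 alternatives for motif accessibility were not run, since no genome sequence was used here. No paired analysis was possible because each tissue had 1 library. Depth limits the tiles and the small cell types most, such as the 14 PD1+ CD4 cells of the cecum.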

Other observations

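For Trdc in the CCR7+ cell types and for Il17a, all tests were chosen only after the result was seen, as were the tests of tumor over cecum ratios on 100 genes per side.

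The ratios of Il10 and Ikzf2 between the Treg subsets were weighed against technical explanations. When counts were scaled by fragments near gene ends, which corrects for a different signal over background in the subsets, the smallest absolute log2 ratio over both genes and libraries was 0.89. After a running median over gene span was subtracted, at least 96.1% of each ratio was kept, which argues against a trend with gene length. Without cells above 3 times the median fragment count at least 99.8% was kept, which argues against doublets of high count. The labels were made from RNA that includes Il10 and Ikzf2, so a difference in the chromatin of these genes is not independent of the labels. GC content was not checked, because no genome sequence was used here.

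The difference between cecum and tumor in the IL-10+ share of Treg cells was also taken within 3 classes of fragments per cell. The cecum exceeded the tumor by at least 32.9 percentage points in every class, which argues against ATAC depth as its cause. The labels came from RNA, and RNA depth was not checked. In these data alone, a difference between the tissues, between the animals or between the library preparations stays open with 1 library per tissue. The paper also described a single-cell RNA time course and flow cytometry. In these, IL-10- Treg cells became more enriched over IL-10+ Treg cells in tumors, and not in the adjacent cecum.

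The genes named as higher in the tumor in both Treg subsets had a median log2 ratio of 1.24 in Treg cells and 0.31 over 11 other cell types with at least 100 cells in both libraries. The genes named as lower had medians of -0.88 and 0.053. The genes were picked for their ratio in Treg cells, which alone raises the Treg value above that of other types, so these values decide nothing about a shift shared by all cell types. Then 100 genes per side were chosen on one random part of the Treg cells and measured in the other part. Summed over the higher genes, the log2 ratio was 0.47 in IL-10+ and 0.65 in IL-10- Treg cells, against a median of 0.15 over the 11 other types, all of them above 0 and up to 0.31. Summed over the lower genes it was -0.069 and -0.12, against a median of -0.022. Across all genes, the ratios of the other types correlated with those of IL-10+ Treg cells at a median r of 0.133 (at most 0.246) and with those of IL-10- Treg cells at 0.138 (at most 0.227). For the higher genes every upper bound of the other types, at most 0.370, lay below both Treg intervals, the nearer of which began at 0.396, so the tables argue against a shift of the same size in all cell types as the whole cause for these genes. How large a shared part is stays open, since the other types were spread too widely to place their median below 50% of the Treg value. For the lower genes, bounds of other types reached -0.155, past the Treg values, and a shared shift cannot be told apart from one in Treg cells. A difference between the tissues stays open and untested.

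Among cells with at least 10000 fragments, 86 of 1554 in the cecum and 188 of 2415 in the tumor had no fragment on chromosome Y. That is 1.37 and 1.62 times the number expected from the library mean. A mixture of male and female cells was to show as over 3 times the expectation, a limit set before the count was made, so the tables argue against a large part of cells from the other sex in either library. A small part stays open.

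Trdc, the constant gene of the T cell receptor delta chain (chromosome 14, 54142851 to 54146108), lies in a stretch that is cut out of the chromosome when the alpha chain gene rearranges. The gamma-delta types were the highest of the 17 types in both libraries, with 77.8 and 48.6 FPM in the cecum and 68.0 and 40.5 FPM in the tumor. The lower of them had at least 1.98 times the value of the next type. This is consistent with loss of Trdc in alpha-beta T cells, and the ATAC fragments separate the gamma-delta labels without using RNA.

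The CCR7+ CD4 and CCR7+ CD8 types, which carry alpha-beta labels, had 15.7 FPM over Trdc together, against 2.02 FPM in 10 other types with alpha-beta labels. They did not stand out alone. Innate-like T#1, Innate-like T#2 and CD8aa cells, which are not among the 10, had 18.3, 18.2 and 14.1 FPM, and with these included the other types were at 7.20 FPM. Admixed Cytotoxic gdT cells would need 14.2 FPM over Gzma, and 13.7 FPM were seen (10.4 to 17.8). The libraries differed. In the cecum 6.90 FPM were seen (4.02 to 11.1) where 13.3 FPM would be needed, which goes against such cells, and in the tumor 24.1 FPM (17.1 to 33.0) where 8.23 FPM would be needed. With 1 library each way these cells cannot be told apart from the other explanations. The excised stretch outside Trdc (chromosome 14, 54113468 to 54155076, without Trdc and 5 kb around it) was 6.48 times as high in the CCR7+ types as in the 10 types (3.88 to 10.5), from 25 against 57 fragments. Excision circles, which do not replicate and would be kept in cells that divided little, would give this, but the Innate-like T#1, Innate-like T#2 and CD8aa cells had a similar or higher level there, within counting error (8.07, 10.5 and 5.52 FPM, against 6.13 FPM in the CCR7+ types). Circles therefore cannot be told apart from more open chromatin over a stretch that remained on the chromosome of some cells, or from admixed cells.

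Il17a had more fragments in IL-10+ than in IL-10- Treg cells, which may come from Th17 cells under the Treg label. Relative to Th17 cells the Il17a fragments imply a Th17 share of 26.9% in the cecum and 18.5% in the tumor, if IL-10+ Treg cells otherwise resembled IL-10- Treg cells. The smallest share within counting error, 15.7% in the cecum and 9.19% in the tumor, was used for the check on Foxp3. It would leave a Foxp3 ratio of IL-10+ over IL-10- Treg cells of 0.900 in the cecum and 0.943 in the tumor. A larger share would leave a lower ratio. The observed ratios had lower bounds of 0.907 and 0.882. Only the cecum bound lies above, and by little, so for such a small share admixed Th17 cells cannot be told apart from Il17a chromatin that is open in IL-10+ Treg cells themselves. From RNA, which was not analysed here, the paper reported minimal Il17a and Il17f expression in either Treg subset.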
